A study of Homo sapiens with 36 samples. Its data were reported in "The unique transcriptional response produced by concurrent estrogen and progesterone treatment in breast cancer cells results in upregulation of growth factor pathways and switching from a Luminal A to a Basal-like subtype" (2015).

How the data were processed

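Gene expression was measured in ZR-75-1, a human breast cancer cell line that carries the estrogen receptor, on Illumina HumanWG-6 v3 BeadChips, with 1 array per sample. The 36 arrays fell into 9 groups of 4, taken from the sample labels: vehicle; estradiol (E2); progesterone (P4); medroxyprogesterone acetate (MPA), a synthetic progestin; dihydrotestosterone (DHT), an androgen; E2 together with P4, MPA or DHT; and a group with P4 added after a longer exposure to E2 (E2pre+P4). Every hormone was used at 10 nM. Exposures lasted 16 h, apart from E2 in the E2pre+P4 group, given for 72 h. The labels of that group place the 16 h of P4 at the end of these 72 h, whereas the methods of the paper place them afterwards, and the order is left open here. No group received E2 alone for 72 h, so that the length of E2 exposure has no control of its own. The labels do not say whether replicates came from separate cultures or dates, and the p-values therefore measure only the spread between these samples.

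The deposited table of non-normalised values holds, per the file headers and the values themselves, the signal intensity of each probe as exported by BeadStudio, on a linear scale and without background subtraction. Next to each signal stands a deposited detection p-value column, whose values rise with the signal; it was therefore read as 1 minus the detection p-value. A further deposited value table holds intensity after a straight-line change of the signal of each array, with a constant and a scale that the authors did not state. The largest residual from that line was 0.128, with slopes from 0.324 to 1.57 and with between 0.0635% and 43.7% of values below 0 on an array. The authors normalised with variance stabilisation and removed batch effects with ComBat before testing, and the values used here carry neither step. Variance stabilisation was not run, since its package was not at hand. The files name no chip, so that a chip term could not be fitted.

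The signals were background-corrected with a normal-exponential model that takes the negative controls' level from the detection p-values, raised by an offset of 16, quantile normalised and taken to log2 (neqc in limma 3.58.1, R 4.3.3, and the package data.table, version 1.17.8). Of 48803 probes, 27578 had 1 gene symbol in the table of probes, 13 had several and 21212 had none. A probe was kept with a detection p under 0.01 on at least 4 arrays, which held for 15112 probes, of which 12821 had 1 symbol and 2291 did not. Where several probes passed for a gene (2410 genes), the one with the highest mean over all arrays was used, which left 9902 genes. The other probes of a called gene did not always move the same way. Against vehicle, all of them did for 24 of 25 such genes with E2, 29 of 43 with MPA and 109 of 144 with E2pre+P4. In these comparisons 0 genes had another probe called in the opposite direction. Signal over background sets the precision of an array in place of a count depth. The number of detected probes per array ran from 12191 to 14806 with a median of 13403.5, and the upper quartile of the signal from 186.8 to 575.75 with a median of 306.2. The number of arrays limits the precision: the median 95% interval of a difference between a pair of groups extended 0.400 to each side on the log2 scale.

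A linear model with 9 group means was fitted to each gene over all 36 arrays (lmFit, contrasts.fit and eBayes in limma), and 21 comparisons were read from it: 8 treatments against vehicle, 3 hormones added to E2 against E2, 3 interactions of E2 with the added hormone, E2pre+P4 against E2+P4, and 6 comparisons between the steroids. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the 9902 genes. For a gene that was detected on none of the 4 arrays of a group, the fold was computed against the detection level and is given as a lower bound ("at least"), and no fold is given where both groups lay below detection. Errors of log2 changes are standard errors (SE) of the model. Tests named as exact count all splits of the arrays concerned.

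The comparisons, the rule for named genes, 18 gene lists and the other settings to be tried were fixed before the data were examined. The genes named are the 8 largest changes in each direction among called genes whose arrays did not overlap in the comparisons of single hormones with vehicle and of hormones added to E2 with E2 (5 in each direction elsewhere), a panel named in advance (among them ESR1, PGR, FKBP5, SERPINA3, SEPTIN4, THOC5, CTSD, TFF1, GREB1, EGFR and EGF) and up to 4 called members of a list. The lists cover estrogen-induced, progestin-induced and androgen-induced genes, steroid receptors with their cofactors, ErbB receptors and ligands, immediate early genes, DNA replication, mitosis, the luminal and the basal side of the PAM50 classifier, synthesis of cholesterol and fatty acids, steroid and xenobiotic metabolism, apocrine and secretory breast genes, interferon-induced genes, the unfolded protein response with heat shock, fibroblast markers, leukocyte markers and housekeeping genes. Each list was tested with fry, which asks whether its genes move on balance one way, and with camera, which compares them with all other genes, at a preset correlation of 0.01 and again with an estimated one. Their p-values were adjusted over the 18 lists.

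The settings chosen in advance were no background correction, cyclic loess, the deposited value table, no detection filter, all probes of a gene, the replicate number as a block, only the arrays of the compared groups, a threshold of 0.01, an estimated correlation for the lists, and each array left out in turn. After the data had been seen, 4 more were added: leaving out the 2 arrays that stood apart from their groups (the arrays labelled E2 replicate 2 and E2pre+P4 replicate 2), sets of 6 consecutive arrays in the deposited order as a block, array weights, and leaving out the array farthest out on the first component of the residuals in each of 4 groups. That component as a covariate was tried as well and dropped, because it is taken from the residuals of the same fit. The procedure was tested on simulated data with 200 of 9902 genes changed. With the residuals of whole arrays resampled, 22.8% of changes of 0.5 on the log2 scale were recovered, 72.8% of changes of 1 and 99.6% of changes of 2, with a median of 0 and a highest number of 208 false calls in 20 simulations.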

Results

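The series comprised 36 arrays of ZR-75-1 cells in 9 groups of 4, which asked how P4 and the related steroids MPA and DHT act on this cell line with and without E2. P4, MPA and DHT were each given alone and together with E2 for 16 h, and P4 was also given for 16 h to cells pretreated with E2 (72 h of E2). Of 48803 probes, between 24.98% and 30.3% were detected on an array (median 27.5%), and 9902 genes were tested in limma. Between 0 and 612 genes were called per comparison.

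**Figure D1:**
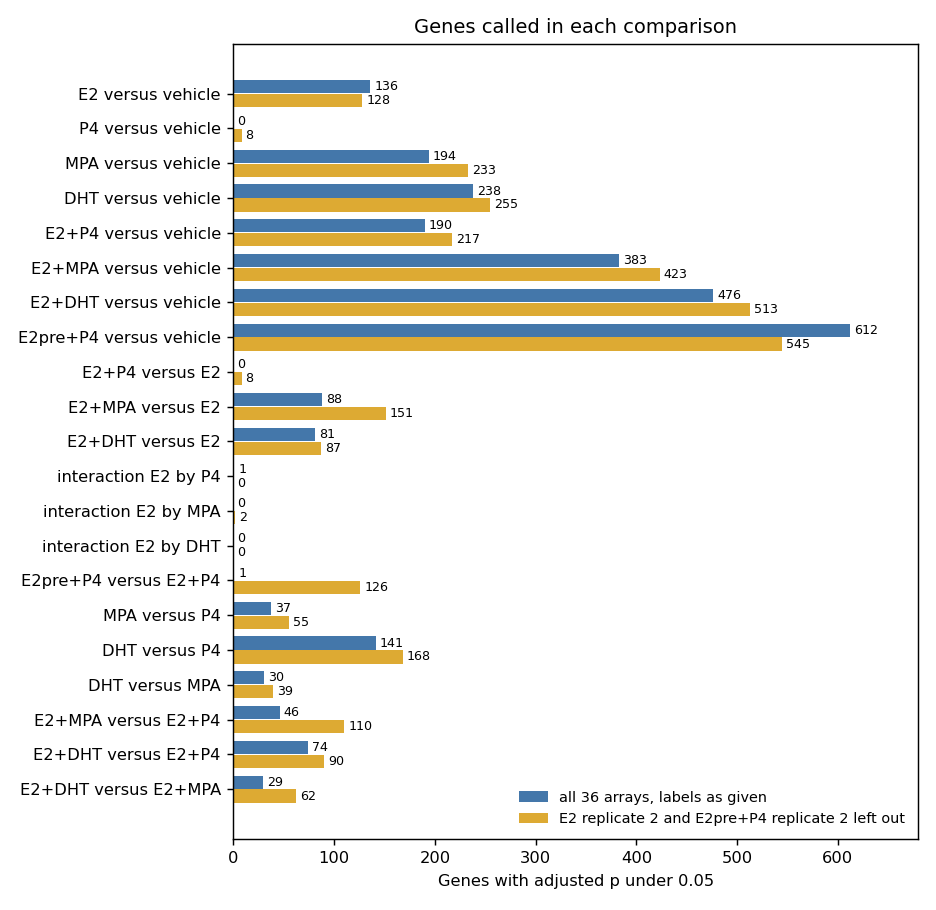
Number of genes called at an adjusted p under 0.05 (horizontal axis) in each of the 21 comparisons, with all 36 arrays in blue and with the 2 arrays in doubt left out in yellow. With all arrays the bars run from 0 for P4 against vehicle to 612 for E2pre+P4 against vehicle, and the bar for E2pre+P4 against E2+P4 goes from 1 to 126 without the 2 arrays.

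The array labelled E2 replicate 2 and the array labelled E2pre+P4 replicate 2 each carried the expression levels of the other's group. SERPINA3, which encodes the protease inhibitor alpha-1-antichymotrypsin, stood at 12.42 (log2) on the array labelled E2 replicate 2 and at 9.30 to 9.52 on the other E2 arrays. On the array labelled E2pre+P4 replicate 2 it stood at 9.42, against 12.47 to 12.88 on the other E2pre+P4 arrays. FKBP5, a co-chaperone of steroid receptors, showed 11.51 against 9.52 to 10.04 and 9.35 against 11.20 to 11.48 in the same order, and PDZK1, a scaffold protein, showed 10.23 against 11.30 to 11.43 and 11.15 against 9.77 to 10.40. Over 69 genes called between the other 3 E2 and 3 E2pre+P4 arrays, the first array lay nearer to E2pre+P4 for 68 genes and the second nearer to E2 for 68 genes. Of all 36 arrays, 34 lay nearest to their own group over the 200 genes of a check of group identity. The groups below are those of the labels, and values without these 2 arrays, which leave 3 arrays in each of E2 and E2pre+P4 and were added after the data had been seen, stand beside many of the results whose call, count or size they move.

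**Figure D2:**
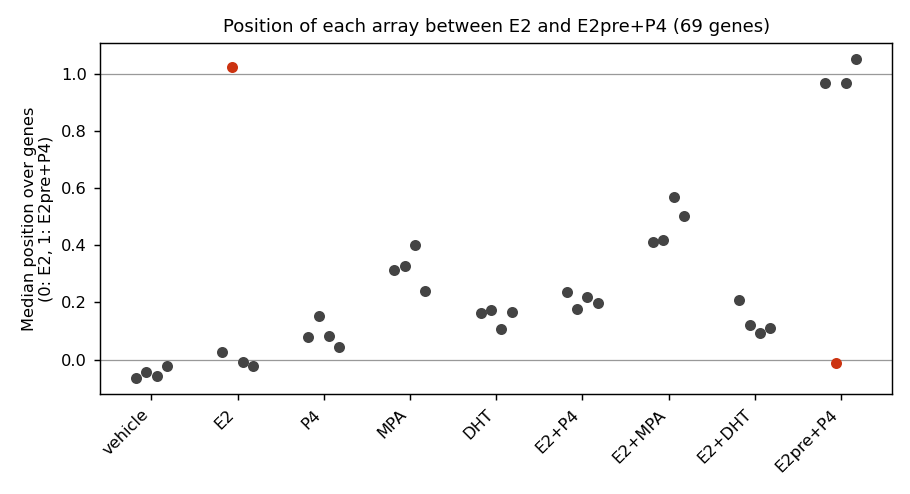
Median position of each of the 36 arrays (points, by labelled group) between the mean of E2 (0) and the mean of E2pre+P4 (1) over 69 genes, both means taken without the 2 arrays in doubt, which are drawn in red. The array labelled E2 replicate 2 lies at 1.02 and the array labelled E2pre+P4 replicate 2 at -0.0111, while the 4 arrays of E2+P4 lie between 0.176 and 0.237.

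E2 for 16 h raised the genes by which estrogen action is usually read in breast cancer cells. PDZK1 rose at least 16.4-fold (5.20 ± 0.22 on the log2 scale, SE, n = 4 arrays per group, adjusted p = 5.66e-17), and GREB1, an estrogen-induced growth regulator, rose by 4.11 ± 0.28 (adjusted p = 6.76e-12). GREB1 was detected on 1 of 4 vehicle arrays, so that this size and its later sizes against vehicle are uncertain. PGR, the progesterone receptor, rose at least 2.62-fold (adjusted p = 4.42e-06). The trefoil peptide TFF1 rose by 1.74 ± 0.25 (adjusted p = 2.49e-05) and the lysosomal protease CTSD by 1.07 ± 0.15 (adjusted p = 2.25e-05). Other large increases were those of the small heat shock protein HSPB8 (3.37 ± 0.29), the troponin TNNI2 (at least 3.34-fold), the potassium channel KCNH1 (at least 3.77-fold), the pseudogene CYP2B7P (at least 2.61-fold), SUSD3 (2.82 ± 0.21) and SERPINA3 (2.75 ± 0.53, adjusted p = 0.00218). The SERPINA3 change was 2.00 ± 0.25 (adjusted p = 3.98e-06) without the 2 arrays in doubt. Decreases named by the size rule included those of the lectin CLEC3A (at least 2.27-fold, adjusted p = 0.000108), PGM5 (-1.78 ± 0.23), the scavenger chemokine receptor ACKR3 (-1.71 ± 0.20), the adhesion receptor ADGRF1 (at least 1.34-fold) and the long non-coding RNA NRAD1 (at least 1.82-fold). Where only a lower bound is given, the rank of the decrease is not known. ESR1, the estrogen receptor itself, differed by 0.13 (adjusted p = 0.905), FKBP5 by 0.62 (adjusted p = 0.5), EGFR by -0.25 (adjusted p = 0.705), EGF by -0.32 (adjusted p = 0.808) and THOC5, of the mRNA export complex, by 0.39 (adjusted p = 0.488). FKBP5 (0.18, adjusted p = 0.684), ESR1 (0.36, adjusted p = 0.556) and THOC5 (0.19, adjusted p = 0.759) also stayed without a call when the 2 arrays in doubt were left out. SEPTIN4 lay below background in both groups.

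E2 changed 136 of the 9902 genes, 94 higher and 42 lower. Of the 36 estrogen-induced genes measured, 19 rose and 0 fell (24 and 0 adjusted over the list alone), with a median change of 0.706 (fry adjusted p = 2.86e-21, camera adjusted p = 1.58e-55, and 1.72e-14 with an estimated correlation). They included IRS1, the insulin receptor substrate (1.55 ± 0.22), and the retinoic acid receptor RARA (0.94 ± 0.14). Among the steroid receptors and their cofactors, 3 of 14 rose (fry adjusted p = 2.78e-06, camera adjusted p = 0.00769, and 0.0232 with an estimated correlation). Among the luminal genes of PAM50, 2 of 15 rose, MAPT among them (0.69 ± 0.14), with a fry adjusted p of 0.00133 and an adjusted p = 0.0266 with an estimated correlation. The DNA replication genes had a median change of 0.201, with 0 of 25 called over all genes and 3 higher adjusted over the list alone (fry adjusted p = 0.0213, camera adjusted p = 0.000516). Their adjusted p = 0.114 with an estimated correlation, and the fry adjusted p was 0.0853 without the 2 arrays in doubt. The progestin-induced genes passed camera (1 of 21 higher, adjusted p = 0.0179) but not fry (adjusted p = 0.0715), and had an adjusted p = 0.3 with an estimated correlation.

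P4 alone for 16 h gave no gene past the threshold. SERPINA3 differed from vehicle by 1.39 ± 0.53 (adjusted p = 0.136), FKBP5 by 0.17 ± 0.32 (adjusted p = 0.719) and EGF by 0.74 (adjusted p = 0.172), and SEPTIN4 and PGR lay below background in both groups. The limma test called 0 genes, with a lowest adjusted p of 0.0944. At an unadjusted p under 0.05 lay 2608 genes (1131 higher and 1477 lower), where 0.05 of the 9902 genes is 495.1. Over the 21 comparisons this number ran from 92 for E2+P4 against E2 to 2802 for MPA against vehicle. P4 and vehicle share no set of 6 arrays in the deposited order, and the median change of all genes was -0.122. The excess over 495.1 can therefore not be credited to P4. Without the 2 arrays in doubt, which belong to neither group but enter the estimate of the spread, 8 genes were called. SERPINA3 rose by the same 1.39 with an SE of 0.23 (adjusted p = 0.00657). Its groups overlapped, with 8.61 on vehicle replicate 1 against 8.61 and 8.58 on P4 replicates 1 and 3. The secretoglobin SCGB1D2 rose by 1.02 ± 0.17 and RANBP6, an importin-like protein, by 0.93 ± 0.18. C1orf116 was called as higher but was detected on 1 of 4 P4 arrays and on 0 of 4 vehicle arrays, so that its size cannot be read. TTC21A lay below background in both groups. HTRA1, a secreted protease, fell at least 1.11-fold, and NAV1 (-0.95 ± 0.19) and the importin KPNA6 (-0.75 ± 0.15) fell as well. None of the 18 gene lists passed fry or camera with all arrays. Without the 2 arrays, the steroid and xenobiotic metabolism genes passed fry (median 0.255, 0 of 18 called, 4 higher adjusted over the list alone, adjusted p = 0.0307), with an adjusted p = 0.113 with an estimated correlation, and so did the single measured gene of the leukocyte list (adjusted p = 0.0458, camera adjusted p = 0.152). Leaving out vehicle replicate 2 brought the count to 1218, and leaving out vehicle replicate 4 to 60.

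MPA alone raised a set of steroid-conjugating and steroid-responsive genes that P4 did not bring past the threshold. UGT2B11 rose at least 5.31-fold (3.67 ± 0.19, adjusted p = 2.64e-15), UGT2B28 at least 2.98-fold (adjusted p = 1.76e-15) and UGT2B7 by 3.03 ± 0.25 (adjusted p = 1.45e-09). These paralogs encode enzymes that attach glucuronic acid to steroids. Also higher were the anion exchanger SLC26A3 (2.65 ± 0.29), the tight junction gene CLDN8 (1.60 ± 0.18), the metalloreductases STEAP1 and STEAP2 (at least 1.56-fold and 1.31-fold), TTC21A (at least 1.7-fold), PNMT, of adrenaline synthesis (at least 1.24-fold), FKBP5 (1.68 ± 0.32, adjusted p = 0.00249) and the repressor BCL6 (0.71 ± 0.13, adjusted p = 0.00164). Among the genes that fell were DOCK2, an activator of Rac (-1.74 ± 0.21, adjusted p = 2.5e-06), CLEC3A (-1.74 ± 0.32), CBLN2 (-1.68 ± 0.25), the synaptic vesicle protein SYT1 (-1.29 ± 0.23), CTNND2 (-1.23 ± 0.22) and the survival gene BCL2 (-1.20 ± 0.26, adjusted p = 0.0105). EGFR differed by -0.67 (adjusted p = 0.056) and SERPINA3 by 1.78 (adjusted p = 0.0755); in the fit without the 2 arrays in doubt SERPINA3 was called (1.78 ± 0.23, adjusted p = 1.07e-05).

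Of the 18 steroid and xenobiotic metabolism genes, 6 rose with MPA (8 adjusted over the list alone), with a median of 0.668 (fry adjusted p = 8.4e-12, camera adjusted p = 3.14e-13, and 4.06e-05 with an estimated correlation), among them HSD11B2, which inactivates cortisol (1.27 ± 0.33). Of the 26 androgen-induced genes, 5 rose (fry adjusted p = 7.31e-05, and 0.00643 with an estimated correlation), and of the 13 apocrine and secretory genes 3 rose, including S100P at 1.17 and SCGB1D2 at 1.17 (fry adjusted p = 3.38e-05, and 0.00654 with an estimated correlation). Of the 21 progestin-induced genes, 5 rose (9 higher and 1 lower adjusted over the list alone, fry adjusted p = 0.0129, camera adjusted p = 0.000141). This list had an adjusted p = 0.129 with an estimated correlation, and 0.00158 without the 2 arrays in doubt. The genes of cholesterol and fatty acid synthesis moved up together (median 0.158, 0 of 21 called, fry adjusted p = 0.0129, and 0.0364 with an estimated correlation). The basal genes of PAM50 moved down (median -0.429, 0 of 6 called, 5 lower adjusted over the list alone, fry adjusted p = 0.0129), as did DNA replication (median -0.276, 0 of 25 called, fry adjusted p = 0.0178), with an adjusted p = 0.307 and an adjusted p = 0.544 with an estimated correlation. The leukocyte list held 1 measured gene and passed fry (adjusted p = 0.0283) but not camera (adjusted p = 0.166). In all, MPA changed 194 genes, 80 higher and 114 lower, so that 41.2% were higher, against 57.3% after cyclic loess and 63.9% in the value table; the median of all genes lay at -0.119. The count was 1807 without vehicle replicate 2, 67 without vehicle replicate 1, and 116, 98 and 120 without MPA replicate 1, 3 and 4. A fit with each set of 6 consecutive arrays in the deposited order as a block, chosen after seeing the data, called 94 genes (69.1% higher), 84 of them among the 194.

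DHT alone gave the largest changes of the UGT2B genes. UGT2B11 rose at least 31.9-fold (6.26 ± 0.19, adjusted p = 4.31e-22), UGT2B28 at least 20.2-fold (adjusted p = 1.64e-23), UGT2B7 by 5.67 ± 0.25 (adjusted p = 3.71e-17) and UGT2B10 at least 4.43-fold (adjusted p = 1.2e-17). C1orf116, an androgen-responsive gene, rose at least 9.48-fold (adjusted p = 0.00028), SLC26A3 rose by 2.79, CLDN8 by 2.71 ± 0.18, the alcohol dehydrogenase ADH1C at least 2.7-fold and FKBP5 by 1.87 ± 0.32 (adjusted p = 0.00047). DOCK2 fell by 2.94 (SE 0.21, adjusted p = 1.1e-11), CBLN2 by 1.62 and the secreted Wnt antagonist SFRP1 by 1.17, and SOAT2, which esterifies cholesterol, fell at least 1.44-fold, CCDC178 at least 1.63-fold and RASL11B at least 1.45-fold.

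With DHT, 7 of the 18 steroid and xenobiotic metabolism genes rose (median 0.734, fry adjusted p = 9.89e-18, and 3.19e-07 with an estimated correlation), HSD11B2 among them (1.43). Of the androgen-induced genes 3 rose (7 adjusted over the list alone, median 0.251, fry adjusted p = 3.54e-06, and 0.00159 with an estimated correlation), and of the apocrine genes 1 (fry adjusted p = 2.57e-05, and 0.00855 with an estimated correlation). In the DNA replication list 1 gene fell, EXO1, a DNA repair nuclease (-0.40), and 4 fell adjusted over the list alone (median -0.301, fry adjusted p = 0.00147, camera adjusted p = 0.00013, adjusted p = 0.0737 with an estimated correlation). Mitosis genes (median -0.0617, 0 of 30 called) passed fry (adjusted p = 0.0138) but not camera (adjusted p = 0.265). The basal genes of PAM50 moved down (1 of 6 lower, median -0.41, fry adjusted p = 0.0119, adjusted p = 0.168 with an estimated correlation), and cholesterol and fatty acid synthesis genes moved up (0 of 21 called, fry adjusted p = 0.0119, adjusted p = 0.0532 with an estimated correlation). Of the progestin-induced genes 3 rose and 1 fell (fry adjusted p = 0.118, camera adjusted p = 0.00889, adjusted p = 0.307 with an estimated correlation); without the 2 arrays in doubt the last of these was 0.0116. In all, 238 genes changed, 109 higher and 129 lower, with 129 called without vehicle replicate 1 and 153 without DHT replicate 1.

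**Figure D3:**
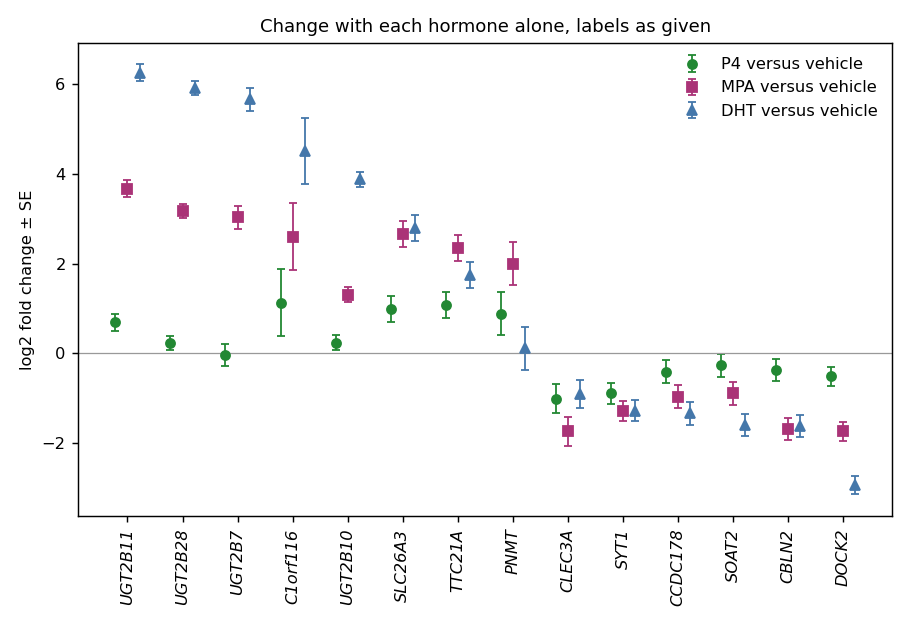
Change from vehicle (log2, vertical axis) of 14 genes with P4, MPA or DHT alone, with the SE of the model as bars (n = 4 arrays per group). UGT2B11 lies at 3.67 with MPA and at 6.26 with DHT, and DOCK2 at -1.74 with MPA and at -2.94 with DHT. Points of genes not above background with vehicle, UGT2B11 among them, are not measured sizes.

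The 3 steroids, given alone at 10 nM for 16 h, were also compared with each other. MPA is a progesterone derivative that carries an acetate and a methyl group, and DHT lacks the side chain of progesterone. FKBP5 was higher with MPA than with P4 by 1.51 (95% interval 0.86 to 2.16, adjusted p = 0.0169) and higher with DHT than with P4 by 1.69 (1.04 to 2.35, adjusted p = 0.0017), whereas DHT and MPA differed by 0.18 (-0.47 to 0.84, adjusted p = 0.793). Between MPA and P4, 37 genes changed, 35 higher and 2 lower with MPA, including UGT2B7 (at least 6.82-fold higher), UGT2B11 (2.98), the lipogenic gene THRSP (1.55 ± 0.22) and SLC26A3 (1.66), and CBLN2 (-1.31) and DOCK2 (-1.23) on the lower side. Between DHT and P4, 141 genes changed, and 82.3% were higher with DHT (74.8% after cyclic loess, 66.1% in the value table), among them UGT2B7 (at least 42.4-fold), UGT2B28 (at least 20.3-fold) and C1orf116 (3.38), with DOCK2 lower by -2.43. C1orf116 was mostly below detection with P4, so that its size is uncertain. Between DHT and MPA, 30 genes changed, and 86.7% were higher with DHT (76.2% after cyclic loess, 65.4% in the value table). UGT2B28 was higher by 2.76 ± 0.15, UGT2B7 by 2.64 ± 0.25, UGT2B11 by 2.59 ± 0.19, CLDN8 by 1.12 and VWF, the clotting factor carrier, at least 2.33-fold, while PSCA (at least 1.57-fold), ABCC8 (at least 1.31-fold), DOCK2 (-1.20) and the somatostatin receptor SSTR2 (-1.07) were lower.

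The steroid and xenobiotic metabolism list separated all 3 pairs: 4 of 18 were higher with MPA than with P4 (fry adjusted p = 1.22e-09), 5 with DHT than with P4 (fry adjusted p = 3.04e-16) and 4 with DHT than with MPA (fry adjusted p = 5.13e-08, adjusted p = 0.0145 with an estimated correlation), although in the last pair the median of the list went from 0.0913 to -0.0371 in the value table. In that pair UGT2B7, UGT2B11, UGT2B28 and UGT2B10 were higher by 2.64, 2.59, 2.76 and 2.57, far above the list median. Cross-hybridisation between UGT2B probes stays open, so that these list p-values may count a single transcript several times. They do not show a change of the whole class. Androgen-induced genes were higher with MPA than with P4 (3 of 26, fry adjusted p = 0.000128) and with DHT than with P4 (4 of 26, fry adjusted p = 1.16e-05, adjusted p = 0.0688 with an estimated correlation), but did not separate DHT from MPA (1 higher, fry adjusted p = 0.647). Progestin-induced genes were higher with MPA than with P4 (2 of 21, fry adjusted p = 0.0283, and 0.0174 with an estimated correlation). DNA replication was lower with DHT than with P4 (2 of 25, fry adjusted p = 0.0333, adjusted p = 0.145 with an estimated correlation). The number of genes between DHT and P4 was 826 without DHT replicate 3 and 91 without DHT replicate 1. Between DHT and MPA it was 17 without DHT replicate 1 or MPA replicate 4, 19 without DHT replicate 2 and 47 without DHT replicate 3. The block of sets of 6 arrays gave 78 between DHT and P4 (66 of the 141 kept) and 18 between DHT and MPA (14 of the 30 kept).

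E2 and P4 together raised, against vehicle, the genes that led the response to E2. PDZK1 rose at least 17-fold, GREB1 by 4.01, HSPB8 by 3.89, PGR at least 2.21-fold (adjusted p = 2.36e-05) and SERPINA3 by 2.95 (adjusted p = 0.00078). THOC5 rose by 0.84 (adjusted p = 0.0159), SCGB1D2 by 1.31 and the immediate early genes EGR1 by 0.92 and ATF3 by 0.57, while FKBP5 differed by 0.63 (adjusted p = 0.346, and 0.00306 in the fit without the 2 arrays in doubt). The coactivator NCOA2 fell by 1.31, and CLEC3A, PGM5, ADGRF1, NRAD1 and ACKR3 were decreases named by the size rule, which also ranks genes near background. In all, 190 genes changed, 113 higher and 77 lower (59.5% higher, and 74.5% in the value table). Of the 136 genes called with E2, 115 (84.6%) were called here in the same direction, 83 higher and 32 lower, and 0 in the opposite direction; both lists share the vehicle arrays, and with these arrays divided between the comparisons 65 to 70 genes were shared, where independent lists give at most 7.81. A further 21 genes passed with E2 only and 75 with E2 and P4 only. None of these genes passed the limma test of E2+P4 against E2 itself, where 0 of the 21 and 9 of the 75 had an unadjusted p under 0.05. That test had the array labelled E2 replicate 2 in the E2 group. Without the 2 arrays in doubt it called 8 genes, while 14 genes passed with E2 only and 103 with E2 and P4 only. With all arrays, 19 of 36 estrogen-induced genes rose (24 adjusted over the list alone, median 0.799, fry adjusted p = 1.04e-20). The steroid receptor list (3 higher and 1 lower, fry adjusted p = 7.16e-05), the luminal list (2 of 15 higher, fry adjusted p = 0.00328) and the apocrine list (1 of 13 higher, fry adjusted p = 0.0457) passed fry but had an adjusted p = 0.084, an adjusted p = 0.084 and an adjusted p = 0.209 with an estimated correlation. The stress genes passed fry alone (0 of 20 called, fry adjusted p = 0.0278, camera adjusted p = 0.112). The count was 109, 121, 119 and 332 without E2+P4 replicate 2, E2+P4 replicate 3, vehicle replicate 1 and vehicle replicate 2.

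P4 added to E2 for 16 h, compared with E2, gave no call with the arrays as labelled. SERPINA3 differed by 0.20 (95% interval -0.89 to 1.30), PGR by -0.25 (-0.97 to 0.47), FKBP5 by 0.01 (-0.64 to 0.66) and TFF1 by -0.19 (-0.70 to 0.33). The limma test called 0 genes, with 92 at an unadjusted p under 0.05 and a lowest adjusted p of 0.947. Once the 2 arrays in doubt were left out, SERPINA3 differed by 0.95 (95% interval 0.43 to 1.47, adjusted p = 0.498), PGR by -0.68 (-1.21 to -0.15), FKBP5 by 0.45 (0.17 to 0.74) and THOC5 by 0.65 (0.27 to 1.03, adjusted p = 0.847), none past the threshold, and 8 other genes rose and 0 fell. They were the tubulin TUBA3E (2.17 ± 0.25, adjusted p = 1.73e-05), SYBU (1.18 ± 0.19), HSD11B2 (0.74 ± 0.14), C1orf116 (at least 1.18-fold), the potassium channel KCNQ3 (at least 1.69-fold), CALML5 (at least 1.64-fold), the collagen prolyl hydroxylase P3H2 (at least 1.18-fold) and PNMT, which lay below background in both groups. The steroid metabolism list (1 of 18 higher) and the androgen-induced list (0 of 26 called, median 0.107) then passed both tests (fry adjusted p = 0.0318 for each, and 0.000451 for each with an estimated correlation). The progestin-induced list (1 of 21 higher, 2 adjusted over the list alone) and the apocrine list (0 of 13 called, 1 adjusted over the list alone) passed camera (adjusted p = 5.19e-05 and 1.25e-05) but not fry (adjusted p = 0.119 and 0.182). The test of whether E2 changes the response to P4 called 1 gene, GRPR, the receptor of gastrin-releasing peptide (adjusted p = 0.0476), which was not above background with vehicle, E2 or P4 and has no fold, and 0 without the 2 arrays, with 362 and 471 genes at an unadjusted p under 0.05. It also called 0 in 13 of the 16 fits that each leave out an array of these 4 groups, every one but those without E2 replicate 1, E2+P4 replicate 1 or vehicle replicate 3, and 0 with the sets of 6 arrays as a block.

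MPA added to E2 raised the UGT2B genes again and lowered PGR and TFF1, which E2 induces. UGT2B11 rose at least 3.26-fold over E2 (3.14, adjusted p = 3.75e-13), UGT2B7 at least 4.49-fold, UGT2B28 at least 1.77-fold, STEAP2 at least 1.34-fold, SYBU by 2.14 ± 0.35, CLDN8 by 1.37, FKBP5 by 1.47 ± 0.32 (adjusted p = 0.0158), BCL6 by 0.71 and KLF9, a steroid-induced transcription factor, by 0.68. PGR, which was above background on only 2 of the 4 E2+MPA arrays so that the size is uncertain, fell by 1.46 (SE 0.35, adjusted p = 0.034), TFF1 by 1.26 (SE 0.25, adjusted p = 0.00654), the fibrinogen gene FGB by 1.34 and DOCK2 by 1.26. In all, 88 genes changed, 56 higher and 32 lower (63.6% higher, 54.7% after cyclic loess and 78.7% in the value table). Without the 2 arrays in doubt, 151 genes changed, which kept 67 of the 88; PGR then fell by 1.90 and TFF1 by 1.24, SERPINA3 rose by 1.35 (adjusted p = 0.00157), THOC5 by 0.97 (adjusted p = 0.00203) and FKBP5 by 1.91, and PDZK1 fell by 0.86 and BCL2 by 1.26. Of the estrogen-induced genes 2 fell and 0 rose (5 fell adjusted over the list alone, median -0.0748, fry adjusted p = 0.000809, camera adjusted p = 0.0356, adjusted p = 0.0572 with an estimated correlation). Of the steroid metabolism genes 5 rose (fry adjusted p = 9.4e-09), of the androgen-induced genes 2 (fry adjusted p = 0.000291) and of the progestin-induced genes 3 (fry adjusted p = 0.0205, adjusted p = 0.0693 with an estimated correlation), and cholesterol synthesis genes moved up with 0 of 21 called (fry adjusted p = 0.0258, adjusted p = 0.0572 with an estimated correlation). The count was 349, 238, 55 and 39 without E2+MPA replicate 1, 2, 3 and 4, 51 without E2 replicate 1 and 48 without E2 replicate 3, and 144 with the sets of 6 arrays as a block (80 of the 88 kept).

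Against vehicle, E2 with MPA kept PDZK1 (at least 11-fold) and GREB1 (4.31) high, and PGR was called as higher (adjusted p = 0.0404), with detection on 2 of 4 E2+MPA arrays and on 0 of 4 vehicle arrays and a mean below the detection level, so that no fold is given, while TFF1 differed by 0.49 (adjusted p = 0.301). FKBP5 rose by 2.09, SERPINA3 by 3.35 (adjusted p = 0.0001), THOC5 by 1.16, the transcription factor STAT5A at least 1.13-fold, the kinase SGK1 at least 1.34-fold and AKR1C3, a steroid reductase, at least 1.93-fold. Of the estrogen-induced genes 16 rose (fry adjusted p = 3.7e-19), of the progestin-induced genes 7 (fry adjusted p = 3.32e-05), of the androgen-induced genes 5 (fry adjusted p = 5.37e-06), of the steroid metabolism genes 6 (fry adjusted p = 3.76e-10) and of the cholesterol and fatty acid synthesis genes 2, INSIG1 (0.59) and HMGCS1 (0.58), with a fry adjusted p of 4.76e-05. The housekeeping list passed fry with 1 of 13 higher, PGK1 of glycolysis (0.47, fry adjusted p = 0.0355, camera adjusted p = 0.267), and the stress list passed fry at the same adjusted p. In all, 383 genes changed, 50.1% of them higher (62.5% in the value table), with 236 called without vehicle replicate 1 and 226 without E2+MPA replicate 4; with the sets of 6 arrays as a block 636 were called (45.8% higher). The interaction of E2 with MPA called 0 genes in limma, with 1449 at an unadjusted p under 0.05, and 2 without the 2 arrays in doubt or without E2+MPA replicate 1; it called 1 without vehicle replicate 2, E2 replicate 2 or E2+MPA replicate 2.

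DHT added to E2 raised the UGT2B genes and left the estrogen-induced PGR and TFF1 without a call. UGT2B11 rose at least 22.8-fold over E2 (5.94, adjusted p = 2.04e-21), UGT2B28 at least 15.9-fold, UGT2B7 at least 29.7-fold, CLDN8 by 2.53 ± 0.18, SLC26A3 by 1.98, ADH1C and ADH1A at least 1.8-fold and 1.66-fold, and ACACA, which starts fatty acid synthesis, by 0.76 (adjusted p = 0.0136). DOCK2 fell by 2.96 (SE 0.21, adjusted p = 1.1e-11), CBLN2 by 1.72, FGB by 1.43 and the Wnt regulator SOSTDC1 by 1.06. PGR differed by -0.18 (adjusted p = 0.885), TFF1 by -0.49 (adjusted p = 0.728) and FKBP5 by 1.25 (adjusted p = 0.0586). In the fit without the 2 arrays in doubt FKBP5 was called (1.69 ± 0.14, adjusted p = 9.58e-10) and PGR differed by -0.61 (adjusted p = 0.717). In all, 81 genes changed, 57 higher and 24 lower (70.4% higher, 82.4% in the value table). Steroid metabolism genes (4 of 18 higher, fry adjusted p = 1.66e-15), androgen-induced genes (2 of 26 higher, fry adjusted p = 8.04e-06) and cholesterol and fatty acid synthesis genes (1 of 21 higher, fry adjusted p = 0.00204, and 0.00257 with an estimated correlation) moved up. DNA replication moved down (median -0.236, 0 of 25 called, fry adjusted p = 0.00204, and 0.0491 with an estimated correlation).

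Against vehicle, E2 with DHT raised PDZK1 at least 15.4-fold, PGR at least 2.31-fold, UGT2B11 at least 25.6-fold, FKBP5 by 1.87 (adjusted p = 0.000215) and ACACA by 0.66, and the receptor ERBB2 fell by 0.58. Of the estrogen-induced genes 22 rose (fry adjusted p = 1.32e-20), of the cholesterol and fatty acid synthesis genes 3 (fry adjusted p = 2.74e-06), of the steroid metabolism genes 6 with 1 lower (fry adjusted p = 1.55e-16), of the androgen-induced genes 5 with 1 lower (fry adjusted p = 1.38e-07) and of the progestin-induced genes 4 (fry adjusted p = 0.00161, adjusted p = 0.111 with an estimated correlation). In all, 476 genes changed, 43.9% of them higher (57.6% after cyclic loess, 61.04% in the value table), with 1115 called without vehicle replicate 2 and 301 without vehicle replicate 1. The interaction of E2 with DHT called 0 genes in limma, with 463 at an unadjusted p under 0.05.

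To see how the added steroids moved estradiol-responsive genes, these were chosen on 2 of the E2 arrays and measured against the other 2, in each of the 6 ways to divide them. The 64 to 95 genes raised by E2 lay 1.43 above vehicle in the median and moved by -0.179 when MPA was added (range over the 6 divisions -0.293 to -0.0469), by 0.0551 with P4 (-0.108 to 0.101) and by 0.0029 with DHT (-0.124 to 0.0655). The 10 to 42 genes lowered by E2 moved by -0.0996 with MPA (-0.192 to 0.272), -0.0272 with P4 (-0.191 to 0.102) and -0.217 with DHT (-0.373 to -0.0445). When the 2 arrays in doubt were left out, the raised genes moved by -0.343 with MPA, -0.116 with P4 and -0.122 with DHT. With 3 E2 arrays left, the genes were then chosen on 2 and measured against the single remaining array. The signs for P4 and DHT were opposite to those above, but a single array per division cannot settle the direction. For P4 the change was 0.138 in the value table.

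The steroids were compared in the same way in the presence of E2. FKBP5 was higher with E2+MPA than with E2+P4 by 1.46 (95% interval 0.80 to 2.11, adjusted p = 0.0233), and by 1.23 with E2+DHT (0.58 to 1.89, adjusted p = 0.0661), and E2+DHT and E2+MPA differed by -0.22 (-0.88 to 0.43). TFF1 was lower with E2+MPA than with E2+P4 by -1.07 (-1.58 to -0.56, adjusted p = 0.0424), and PGR, with the same limit for E2+MPA, differed between E2+DHT and E2+MPA by 1.29 (0.57 to 2.01, adjusted p = 0.185). This PGR difference and the FKBP5 difference between E2+DHT and E2+P4 were called in the fit without the 2 arrays in doubt, with the same sizes (adjusted p = 1.39e-07 for FKBP5 and 0.00263 for PGR). Against E2+P4, E2+MPA changed 46 genes, with UGT2B11 at least 3.6-fold higher and CBLN2 (-1.36), SOAT2 (at least 1.55-fold) and LMO1 (at least 1.25-fold) lower. E2+DHT changed 74, with UGT2B28 at least 17.5-fold, UGT2B11 at least 25.2-fold and C1orf116 3.15 higher, and DOCK2 lower by -2.87. Between E2+DHT and E2+MPA 29 genes changed, with UGT2B28 (3.16), VWF (at least 2.43-fold) and ADH1A (at least 1.78-fold) higher with DHT and SYBU (-1.85), CALML5 (at least 2.72-fold), PNMT (at least 1.75-fold) and STAT5A (at least 1.21-fold) lower. Estrogen-induced genes were lower with E2+MPA than with E2+P4 (1 of 36, fry adjusted p = 0.0035, adjusted p = 0.0613 with an estimated correlation) and higher with E2+DHT than with E2+MPA (0 of 36, 4 adjusted over the list alone, fry adjusted p = 0.014, and 0.0241 with an estimated correlation). E2+MPA against E2+P4 gave 110 calls without the 2 arrays in doubt, and E2+DHT against E2+MPA gave 62. The count for E2+MPA against E2+P4 was 382, 276, 25 and 23 without E2+MPA replicate 1, 2, 3 and 4, and 28 and 27 without E2+P4 replicate 1 and 2. E2+DHT against E2+MPA gave 19 with the sets of 6 arrays as a block.

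P4 given for 16 h with the 72 h pretreatment by E2 changed 612 genes from vehicle with the arrays as labelled, 38.1% of them higher (55.5% after cyclic loess, 56.3% in the value table), and 443 of the 612 were kept among the 545 called without the 2 arrays in doubt. As labelled, PDZK1 rose at least 9.78-fold, SERPINA3 by 4.39 ± 0.53 (adjusted p = 1.2e-06), GREB1 by 4.23, HSPB8 by 4.03 and FKBP5 by 1.28 (adjusted p = 0.013). Without the 2 arrays, SERPINA3 rose by 5.19 ± 0.25 (adjusted p = 2.08e-15), ANXA1, annexin A1, by 4.22 ± 0.21, P3H2 at least 11.6-fold, C1orf116 at least 10.1-fold, the steroid reductases AKR1C3 and AKR1C2 at least 6.04-fold and 4.2-fold, and FKBP5 by 1.78 ± 0.14 (adjusted p = 7.92e-11). BPIFB1 fell by 2.75 (SE 0.15), PIP, prolactin-induced protein, by 1.40, and ESR1 by 0.74 (SE 0.19, adjusted p = 0.0185). Estrogen-induced genes rose (19 of 36, fry adjusted p = 1.33e-19), as did progestin-induced genes (6 higher and 1 lower of 21, fry adjusted p = 0.00115, adjusted p = 0.12 with an estimated correlation) and interferon-induced genes (1 of 11 higher, HERC5, fry adjusted p = 0.000458, adjusted p = 0.0602 with an estimated correlation). Of the progestin-induced genes 9 rose and 1 fell without the 2 arrays (fry adjusted p = 6.02e-11, and 9.6e-05 with an estimated correlation). The ErbB list had 2 higher and 3 lower of 21 (fry adjusted p = 0.376), with ERBB2 at -0.73 and ERRFI1, a feedback inhibitor of EGFR, at 1.06. Mitosis genes passed fry (1 of 30 higher, adjusted p = 0.0365, adjusted p = 0.12 with an estimated correlation). The count was 1440, 282, 332 and 318 without vehicle replicate 2, vehicle replicate 1, E2pre+P4 replicate 1 and E2pre+P4 replicate 3, and 406 (330 of the 612 kept, and more genes higher than lower) with the sets of 6 arrays as a block.

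The direct comparison of P4 with 72 h of E2 and P4 with 16 h of E2 turned on the array labelled E2pre+P4 replicate 2. As labelled, 1 gene passed, GRPR, which was at least 1.32-fold lower (-0.96 ± 0.17, adjusted p = 0.0257), with 344 genes at an unadjusted p under 0.05. That count of 1 went to 0 when E2+P4 replicate 2, 3 or 4 or E2pre+P4 replicate 1, 3 or 4 was left out, and with the sets of 6 arrays as a block, fits that all keep the array in doubt. Without that array 76 genes passed, and without both arrays in doubt 126 (93 higher and 33 lower). From these 126, leaving out a further array of either group gave 84 to 105 calls and the block 136 (109 of the 126 kept). Without both arrays in doubt, the genes higher with 72 h of E2 included AKR1C2 (at least 4.13-fold, adjusted p = 1.17e-13), PHACTR3 (at least 4.06-fold), the secreted protein NELL2 (3.22 ± 0.24), P3H2 (3.20 ± 0.22), C1orf116 (3.02 ± 0.21), AKR1C3 (2.78 ± 0.23), SERPINA3 (2.23 ± 0.25, adjusted p = 6.18e-07), HSD11B2 (1.28) and FKBP5 (1.15 ± 0.14, adjusted p = 1.83e-06). BPIFB1 (-2.23 ± 0.15), PIP (-1.91 ± 0.23), the retinoid-induced PLAAT4 (-1.72), KCNH1 (-1.54), PDZK1 (-1.07) and ESR1 (-0.99 ± 0.19, adjusted p = 0.00325) were lower, and PGR differed by -0.72 (adjusted p = 0.32). Of the progestin-induced genes 4 were higher (7 adjusted over the list alone, median 0.31, fry adjusted p = 9.9e-07), of the steroid metabolism genes 3 (fry adjusted p = 4.45e-06) and of the interferon-induced genes 1 (fry adjusted p = 0.00167), while 2 luminal genes of PAM50 were lower (median -0.172, fry adjusted p = 0.00106); these 4 lists kept their call with an estimated correlation (adjusted p = 3.02e-05, 0.00576, 0.00678 and 0.00576). The androgen-induced genes had 1 higher and 1 lower (fry adjusted p = 0.00504), the mitosis genes 0 called (fry adjusted p = 0.0482), the estrogen-induced genes 1 higher and 3 lower (fry adjusted p = 0.0541), and the ErbB list 2 higher (fry adjusted p = 0.252), ERRFI1 (1.05) and the ligand TGFA (0.88).

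**Figure D4:**
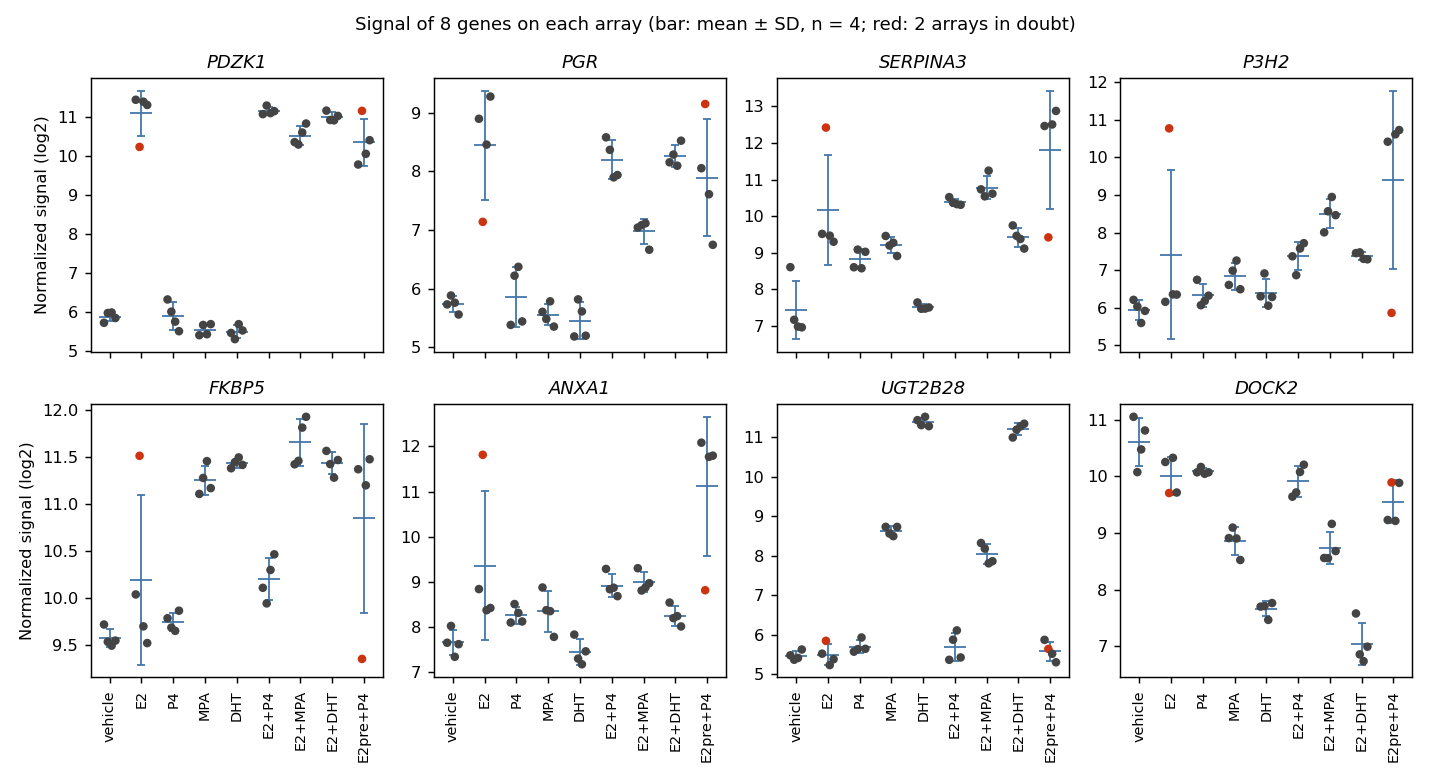
Expression (log2) of 8 genes on each array by labelled group (points), with the mean and SD of each group (n = 4) and the 2 arrays in doubt in red. For SERPINA3 the array labelled E2 replicate 2 lies at 12.42 and the other E2 arrays between 9.30 and 9.52, and the array labelled E2pre+P4 replicate 2 lies at 9.42 and the others of its group between 12.47 and 12.88.

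The effects of MPA and DHT alone were also set against their effects in the presence of E2, which share no array. Of the 194 genes called with MPA alone, 177 (91.2%) moved the same way when MPA was added to E2, and 38 were called in both, where independent lists give 0.821. For DHT these numbers were 210 of 238 (88.2%), 68 and 0.940. For MPA the agreement was not specific to the hormone: of its genes, 180 (92.8%) moved the same way when DHT was added to E2, with 41 called in both, and 153 (78.9%) when P4 was added, and of the DHT genes 198 (83.2%) did so with MPA, with 43 called in both, and 157 with P4. Over all genes the correlation of the changes by MPA alone was 0.253 with those of MPA added to E2, against 0.649 with P4 added to E2 and a higher value still with DHT added to E2, whereas for DHT alone it was 0.463 with DHT added to E2, against 0.173 with MPA and 0.216 with P4. As P4 added to E2 called 0 genes, these correlations may carry a structure of the arrays as well as hormone effects. The comparisons with E2 also share its arrays, the array labelled E2 replicate 2 among them, and are not independent. Of the 88 genes called for MPA added to E2, 44 (50%) moved the same way with P4 alone, and of the 81 called for DHT added to E2, 50 (61.7%) did. The genes of the same-hormone overlaps include the UGT2B genes, CLDN8 and DOCK2.

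The remaining lists gave few calls. With all 36 arrays, immediate early genes and the ErbB list passed neither fry nor camera in any of the 21 comparisons; without the 2 arrays in doubt, immediate early genes passed fry for E2pre+P4 against vehicle (2 higher and 1 lower of 15, adjusted p = 0.0322, camera adjusted p = 0.0602). The leukocyte list held 1 measured gene of its 16 markers and passed camera nowhere. Of the 16 fibroblast markers 4 were measured. The collagen gene COL5A1 among them fell at least 1.34-fold with DHT (list fry adjusted p = 0.118), and the list passed camera for E2+DHT against E2 (0 of 4 called, adjusted p = 0.039, adjusted p = 0.348 with an estimated correlation). The housekeeping and stress lists passed camera in 0 comparisons.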

Values the study reported

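For the same cell line, the study described 2 genes that responded to progesterone alone, SERPINA3 and SEPT4, at a corrected p under 0.05. It counted 216 genes regulated by estrogen together with progesterone. Of these, 170 (78.7%) also responded to estrogen by itself, and 46 (21.3%) did so only under both hormones. A further 56 genes (25%) that responded to estrogen were no longer called once progesterone was added.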

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

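The tests of an exchange of arrays and of the UGT2B probes below were chosen only after the result was seen.

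In 20 of the 256 groups of 4 arrays examined for named genes, 1 array lay so far from the other 3 that its gap to the nearest, as a share of the whole range, passed the 95% critical value of Dixon's test; chance gives about 1 in 20 groups, or 12.8. Of the 20, 4 fell on the array labelled E2 replicate 2 and 4 on vehicle replicate 1. On the array labelled E2 replicate 2 these were SERPINA3 (share 0.931, level 12.42), PDZK1 (0.890, level 10.23), ESR1 (0.869, level 10.22 against 11.06 to 11.19) and LMO1 (0.928, level 6.61 against 7.57 to 7.65). On the array labelled E2pre+P4 replicate 2 they were FKBP5 (0.870, level 9.35) and SERPINA3 (0.881, level 9.42).

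These 2 arrays carry the levels of each other's group. An exchange of their labels, samples or columns needs each to lie at the other's place, and the lower of their shares of genes nearer to the other group was 98.6% of 69 genes. Low signal is argued against by 12420 detected probes on the poorer of them, within the range of the other arrays. A pair of cultures that answered differently to their labelled treatment would not be expected to land on the other group, and the array labelled E2 replicate 2 lay at 1.02 on a scale from E2 (0) to E2pre+P4 (1). An exchange therefore may account for the pattern, and which of labels, samples or columns it concerned stays open, as no table tells these apart.

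On vehicle replicate 1 the genes were ESR1 (0.919, level 9.82 against 11.02 to 11.13), SERPINA3 (0.875, level 8.61 against 6.96 to 7.17), CLEC3A (0.838, level 9.44 against 7.96 to 8.20) and CMAHP (0.878, level 8.55 against 7.40 to 7.54). This array also had the lowest upper quartile of the signal, 186.8. The other single arrays were PGR on E2+MPA replicate 4 (0.840, level 6.66), CTSD on E2+P4 replicate 4 (0.899, level 13.67), EGF on E2+P4 replicate 4 (0.872, level 7.01) and on E2pre+P4 replicate 4 (0.925, level 7.37), and EGFR on E2pre+P4 replicate 4 (0.875, level 7.99). They further included TTC21A on MPA replicate 4 (0.906, level 8.33), TENM3 on MPA replicate 3 (0.896, level 5.82), CTNND2 on vehicle replicate 3 (0.870, level 7.93), and ADH1A on E2+DHT replicate 1 (0.886, level 6.82 against 8.21 to 8.39) and on E2 replicate 4 (0.869, level 6.06).

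GRPR was the gene whose response to P4 differed with and without E2 by the test of that difference (1.31, adjusted p = 0.0476). Its mean levels were 6.14 in vehicle, 6.75 with E2, 5.58 with P4 and 7.50 with E2+P4, and it was detected on 4 of 4 E2+P4 arrays, on 3 each of E2+MPA and E2+DHT, and on 0 arrays of the other groups. The difference rests largely on levels not above background with vehicle, P4 and E2, so that its size cannot be read, and the call was absent without the 2 arrays in doubt.

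The UGT2B genes rose with MPA and more with DHT. Probes of paralogs that read a single transcript would show a like change from MPA to DHT, and the largest difference between them in this change was 0.671 standard errors, so that cross-hybridisation stays open as a candidate explanation for which member rose. The tests of the steroid and xenobiotic metabolism list, which holds UGT2B genes, carry the same limit. Arrays of a single set in the deposited order as the source of the difference are argued against: with the sets as a block, its median stood at 13.4 standard errors. No biological explanation was tested beyond the comparison of DHT with MPA itself.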

How the results depend on the processing

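The settings that leave out more than 1 array, the sets of 6 arrays as a block and the array weights were chosen only after the data were seen. Of the 541 changes of named genes, none was called in opposite directions by the main fit and a setting named next. Changes without a call could differ in sign. For E2+P4 against E2, ESR1 stood at 0.118 with all arrays and at -0.110 without the 2 arrays in doubt. The side of the threshold was kept by 521 with cyclic loess, 527 without background correction, 519 without a detection filter, 531 with the replicate number as a block, 484 in the value table and 510 without the 2 arrays in doubt, and by 4200 of 4600 with an array left out, where 388 lost and 12 gained the call. Of the 126 list tests by camera in the comparisons of E2, P4, MPA and DHT with vehicle and of P4, MPA and DHT added to E2 with E2, 112 kept their side with an estimated correlation and 14 lost the call, while 126 kept it without background correction, 125 in the value table and 116 without the 2 arrays in doubt; by fry these last 3 numbers were 125, 112 and 114. Over all 378 tests, the lists that passed camera fell from 92 to 44 with an estimated correlation. Against the reported values, no background correction moved the median change of all genes in a comparison to between -0.102 and 0.0638 and the value table to between -0.0911 and 0.114. The residuals of arrays with the same replicate number were more alike by 0.0245 in correlation (permutation p = 0.229). A pairing by these numbers was thus not detected, but it is not excluded. The files name no chip, and a chip block was not run. The cause was not tested for the values below, except where fewer arrays or a stricter threshold lie in the setting itself.

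Without the 2 arrays in doubt, the number of calls was 8 for P4 against vehicle, 8 for E2+P4 against E2, 151 for E2+MPA against E2, 126 for E2pre+P4 against E2+P4, 110 for E2+MPA against E2+P4 and 62 for E2+DHT against E2+MPA, and 0 and 2 for the interactions with P4 and MPA. With these 2 arrays left out, E2pre+P4 against E2+P4 gave 136 with the sets of 6 as a block, and 95, 96, 94 and 105 without E2+P4 replicate 1, 2, 3 and 4, and 85, 89 and 84 without E2pre+P4 replicate 1, 3 and 4. The genes raised by E2, measured against a single E2 array in each division, moved by -0.116 with P4, -0.343 with MPA and -0.122 with DHT. The mitosis and fibroblast lists passed camera in 1 and 0 comparisons. With the 4 farthest arrays left out (vehicle replicate 1, E2 replicate 4, DHT replicate 3 and E2+MPA replicate 3), the numbers against vehicle were 115 for MPA, 149 for DHT, 252 for E2+MPA and 370 for E2pre+P4. They were 373 and 445 for MPA and DHT added to E2, 0 and 395 for the interactions with P4 and DHT, 0 for E2pre+P4 against E2+P4, 2240 for DHT against P4, 1743 for DHT against MPA and 30 for E2+MPA against E2+P4.

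With array weights, calls against vehicle were 608 for E2, 1403 for P4, 1290 for MPA, 857 for DHT, 1033 for E2+P4, 803 for E2+MPA, 2279 for E2+DHT and 2757 for E2pre+P4. They were 396 and 2222 for MPA and DHT added to E2, 0, 2 and 2291 for the interactions with P4, MPA and DHT, 676 for E2pre+P4 against E2+P4, 192 for MPA against P4, 3586 for DHT against P4, 2981 for DHT against MPA, 93 for E2+MPA against E2+P4, 510 for E2+DHT against E2+P4 and 98 for E2+DHT against E2+MPA. With no gene changed, the weights made calls for P4 against vehicle in 6 of 20 simulations, up to 3740, and the fit without weights in 0. The fit without weights can make false calls as well. In 100 draws with no gene changed, it gave up to 1128 calls shared by MPA and DHT against vehicle, with a median of 0. These draws placed the arrays without regard to the sets of 6. With only the arrays of the compared groups, calls against vehicle were 39 for E2, 2 for P4, 40 for MPA, 32 for DHT, 87 for E2+P4, 100 for E2+MPA, 175 for E2+DHT and 76 for E2pre+P4. They were 6 and 31 for MPA and DHT added to E2, 0 for the interaction with P4, 0 for E2pre+P4 against E2+P4, 65 for MPA against P4, 19 for DHT against MPA and 18 for E2+MPA against E2+P4.

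With cyclic loess the number was 137 for E2+MPA against E2, 74 for E2+MPA against E2+P4, 0 and 1 for the interactions with P4 and MPA, and 0 for E2pre+P4 against E2+P4. With sets of 6 as a block it was 94 for MPA, 636 for E2+MPA and 406 for E2pre+P4 against vehicle, 144 for E2+MPA against E2, 0 for the interaction with P4, 0 for E2pre+P4 against E2+P4, 78 for DHT against P4, 18 for DHT against MPA and 19 for E2+DHT against E2+MPA. Both the interaction with P4 and E2pre+P4 against E2+P4 gave 0 without background correction and 0 with the replicate number as a block, and the former 0 with all probes of a gene. Without a detection filter, E2+P4 against E2 gave 1, the interaction with P4 0 and E2pre+P4 against E2+P4 2. In the value table, E2pre+P4 against E2+P4 gave 0, and the genes raised by E2 moved by 0.138 with P4. At a threshold of 0.01, E2 against vehicle gave 89 and E2+P4 against vehicle 103, and P4 against vehicle stayed at 0 in limma, as it did with 2608 genes at an unadjusted p under 0.05.

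With an estimated correlation, the number of comparisons in which a list passed camera went from 13 to 2 for the progestin-induced genes, 10 to 2 for DNA replication, 5 to 2 for the luminal and 7 to 0 for the basal genes of PAM50, 8 to 3 for the apocrine genes, 2 to 1 for the interferon-induced genes and 1 to 0 for the fibroblast markers. It was 1 for mitosis without background correction, 5, 1 and 0 for the apocrine, interferon and fibroblast lists without a detection filter, and 4 and 1 for the apocrine and interferon lists in the value table.

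With each array left out in turn, the number of calls against vehicle ran from 104 to 168 for E2, 0 to 1218 for P4, 67 to 1807 for MPA, 129 to 299 for DHT, 109 to 332 for E2+P4, 226 to 554 for E2+MPA, 301 to 1115 for E2+DHT and 282 to 1440 for E2pre+P4. Against E2 it ran from 0 to 0 for P4, 39 to 349 for MPA and 57 to 107 for DHT, and for the interactions from 0 to 1, 0 to 2 and 0 to 0. It ran from 0 to 76 for E2pre+P4 against E2+P4, 27 to 32 for MPA against P4, 91 to 826 for DHT against P4, 17 to 47 for DHT against MPA, 23 to 382 for E2+MPA against E2+P4, 51 to 62 for E2+DHT against E2+P4 and 20 to 39 for E2+DHT against E2+MPA. The highest counts against vehicle for P4, MPA, E2+P4, E2+DHT and E2pre+P4 came without vehicle replicate 2, and the report names each array that moved a count by more than 1.5 times. Signal over background limits the genes that can be read: 10413 of 48803 probes were above detection on all arrays.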

Other observations

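The signed tests of gene sets below were chosen only after the result was seen, and so were the fits without the 2 arrays in doubt; the tests by other splits of the arrays and the test of the vehicle arrays were chosen before, except the splits with a block.

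P4 alone and P4 added to E2 for 16 h gave few calls, and a hypothesis is that P4 moves genes that answer to MPA and DHT the same way, mostly below the threshold for single genes. Without the 2 arrays in doubt, the 233 genes called with MPA alone moved in their own direction by a mean of 0.202 when P4 was added to E2, and the 255 genes called with DHT alone by 0.115 (188 and 181 genes in that direction, one-sided exact permutation p = 0.0286 each, the smallest possible, 0.0343 adjusted over 6 tests, all 4 E2+P4 arrays above 0). With P4 alone, the 87 genes called for DHT in the presence of E2 moved by 0.116 (53 genes in that direction, exact p = 0.0143, adjusted 0.0286) and the 151 called for MPA in the presence of E2 by 0.0986 (83 genes, exact p = 0.0571), which leaves the latter open. These p-values treat the arrays as exchangeable, although P4 and vehicle share no set of 6 arrays and E2 and E2+P4 share 1. With the sets as a block, run after the rest, the means in the same order were 0.208, 0.141, 0.132 and 0.134, with exact p-values of 0.0286, 0.0571, 0.0143 and 0.0429 (adjusted 0.0429, 0.0571, 0.0286 and 0.0514), which leaves the DHT genes open as well when P4 is added to E2. The relabellings do not keep arrays within their sets. For P4 alone the real split is itself a split by set, so that its p-values cannot decide, with or without the block. The hypothesis may therefore hold in part, with means well below the 0.603 and 0.649 that MPA and DHT themselves gave in the same measure. The tests were first run on all 36 arrays with 4 sets. They then gave exact p-values of 0.0857 and 0.2 for the MPA and DHT genes when P4 was added to E2, and of 0.0857 and 0.0143 for the MPA and DHT genes with P4 alone; leaving out the 2 arrays, and adding the 2 sets of the next paragraph, was decided after those values had been seen.

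A further hypothesis is that genes that differ between P4 with 72 h and with 16 h of E2 belong to a response to progestins. The 126 genes called there without the 2 arrays in doubt moved in the same direction with MPA alone by a mean of 0.327 (69.8% of genes) and with P4 alone by 0.142 (63.5%), with an exact one-sided p of 0.0143 for each, the smallest possible (adjusted 0.0286), and the same p-values with the sets of 6 as a block (means 0.350 and 0.158). For P4 alone these p-values cannot decide, because P4 and vehicle share no set and their real split is itself a split by set. This is consistent with a part of the difference lying in the response to P4, but no group had E2 alone for 72 h, so that the length of E2 exposure stays an open explanation.

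Calls against vehicle would be shared widely if the vehicle arrays stood apart in a technical way. Of the genes called against vehicle, 95.8% for E2+MPA and 94.6% for E2pre+P4 also moved the same way from P4. The bound set before for this test was wrong: the genes were chosen on the same treated arrays, so that a like direction from P4 follows in part from the choice itself, and the median change fell from 0.819 against vehicle to 0.575 from P4 for E2+MPA and from 0.799 to 0.368 for E2pre+P4. Whether the vehicle arrays carry many of these calls therefore stays open. The residuals of arrays in a set of 6 in the deposited order were more alike than those of other arrays by 0.256 in correlation (permutation p = 1e-04, the smallest possible), and their first component held 52.8% of the variance. Such a structure could add to or hide calls, and MPA against vehicle gave 1807 calls without vehicle replicate 2.

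Every comparison was also repeated over the splits of its arrays into groups of the same sizes, which treat the arrays as exchangeable although the sets of 6 have related residuals. In that sense chance was excluded, with 1 of 35 splits reaching the real count, for MPA (194, highest other 1), DHT (238, highest other 53) and E2+P4 (190, highest other 19) against vehicle. The same held for MPA against P4 (37, highest other 0), DHT against P4 (141, highest other 1), DHT against MPA (30, highest other 0), E2+MPA against E2+P4 (46, highest other 1) and E2+DHT against E2+P4 (74, highest other 0). The fewest possible is 1 of 35 splits, and no adjustment was made over the comparisons. The counts of 1 for E2pre+P4 against E2+P4 (1 of 35 splits, highest other 0) and for the interaction of E2 with P4 (4 of 100 drawn splits, highest other 92) are too small and too easily lost on leaving out an array to carry that verdict. For the number of calls, chance was not excluded for E2 against vehicle (136, reached by 3 of 35 splits, highest other 471), E2+DHT against vehicle (476, 2 of 35, highest other 1278), E2pre+P4 against vehicle (612, 2 of 35, highest other 2562) and E2+MPA against vehicle (383, 5 of 35, highest other 3318). Nor was it for E2+MPA against E2 (88, 3 of 35, highest other 967), E2+DHT against E2 (81, 2 of 35, highest other 1040) and E2+DHT against E2+MPA (29, 5 of 35, highest other 489). For P4 against vehicle, P4 added to E2 (35 of 35 splits, highest other 0) and the interactions with MPA and DHT (100 of 100, highest others 324 and 2485) the real count was 0. Splits that call several times the real count point to a structure of the arrays other than their groups. With the sets of 6 as a block in every split, which was run after the others had been seen, chance was no longer excluded for MPA (94, 3 of 35, highest other 940) and E2+P4 against vehicle (242, 2 of 35, highest other 417). With that block it was excluded, with 1 of 35 splits, for DHT against vehicle (181, highest other 68), MPA against P4 (32, highest other 1), DHT against P4 (78, highest other 0), DHT against MPA (18, highest other 0), E2+MPA against E2+P4 (59, highest other 1) and E2+DHT against E2+P4 (84, highest other 1), as well as for E2pre+P4 against vehicle (406, highest other 272) and E2+DHT against E2 (81, highest other 6). For the other comparisons of a pair of groups the block left chance open or gave 0 calls. The splits concern the count of calls and not single genes or lists, such as PDZK1 with E2 (adjusted p = 5.66e-17) or the 19 of 36 estrogen-induced genes that rose.

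With the 2 arrays in doubt left out and the arrays again taken as exchangeable, without the block, 1 of 35 splits reached the real count for P4 against vehicle (8, highest other 1), E2+P4 against E2 (8, highest other 1), E2+DHT against E2 (87, highest other 21) and E2pre+P4 against E2+P4 (126, highest other 30). P4 and vehicle share no set of 6 arrays, so that their real split is also a split by set and the test cannot decide. For the others named here, chance was excluded only under that assumption. It was not for E2 against vehicle (128, 2 of 35, highest other 156), E2pre+P4 against vehicle (545, 4 of 35, highest other 1992), E2+MPA against E2 (151, 5 of 35, highest other 982) and the interactions with P4 (0, 100 of 100, highest other 916), MPA (2, 16 of 100, highest other 2843) and DHT (0, 100 of 100, highest other 1947).

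P4 alone changed 0 genes in limma, with 2608 at an unadjusted p under 0.05. That is lower than the value quoted from the study above. The count was 8 without the 2 arrays in doubt and 1218 without vehicle replicate 2, so that this direction depends on which arrays are used. The genes called with E2 and P4 but not with E2 numbered 75 (60 to 103 over 6 other settings). That is higher than the value quoted from the study above. The genes called with E2 but not with E2 and P4 numbered 21 (14 to 44 over the same settings, with 44 after cyclic loess). That is lower than the value quoted from the study above. These counts are not like for like. The study tested its own set of transcripts after batch correction, whereas 9902 genes were tested here without it. The main fit here also kept the array labelled E2 replicate 2 in the E2 group. By RT-qPCR on independent RNA, the study reported FKBP5, THOC5 and SERPINA3 as higher under both hormones.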
